A study of Mus musculus with 12 samples.

How the data were processed

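Donor cells without lineage markers and with the receptor Kit were sorted from the bone marrow of competitive transplant recipients, RNA was purified with a Qiagen micro kit, and stranded total RNA libraries were made with Illumina's depletion of ribosomal RNA, per the labels' protocols. The deposited table holds estimated counts per gene for 12 libraries and 55450 genes, with about 5% of genes not whole numbers, and was not normalized. The aligner, the counting tool, the genome build and the strand setting are not stated in the labels. All 55450 identifiers with their versions matched GENCODE M21 (GRCm38), from which symbols, positions, exonic lengths and transcript GC were taken.

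Libraries were grouped by the genotype label, with 3 each of WT, Tet2KO, Id1KO and dKO. Titles give all libraries of a genotype 1 sample number and a suffix on 2 of them, whose meaning is not stated, so the libraries may be repeats of 1 cell sample. It was decided before the data were examined that they would count as 1 if they agreed within sampling noise. This was checked for each pair of libraries by a chi-square statistic over genes with at least 20 counts in the pair. All 12 pairs within a genotype exceeded sampling noise and by that rule the libraries were kept apart. Repeat libraries of 1 cell sample can also exceed it, so the check does not show separate cell samples, and tests compare these libraries. The suffix was read as replicate number 1, 2 or 3 for a fit with a replicate block.

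Estimated counts were rounded. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 14346. Libraries were scaled by TMM, and all 12 were fitted together with 1 mean per genotype by edgeR's quasi-likelihood model. The 6 contrasts were Tet2KO against WT, Id1KO against WT, dKO against WT, dKO against Tet2KO, dKO against Id1KO and the interaction. F-tests were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were the absolute change divided by the square root of the quasi-likelihood F. They are approximate and can be too small where a group has few counts or a change is very small. An exact permutation test of 3 against 3 libraries cannot give a p below 0.1, and none was used.

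The design, the gene lists, the alternatives and the genes to be named were fixed before the data were examined. Named genes were Tet2 and Id1, and from each contrast the 3 highest and 3 lowest by log2 fold change among genes called, with a mean of at least 5 CPM in a compared group, no overlap between the compared libraries and a symbol that is not a gene model. Id2, Id3, Id4, Tet1, Tet3, Cdkn1a, Cdkn1b, Cdkn1c, Cdkn2a and Trp53 were added, as were the 3 most abundant members of each reported list, of which 2 genes are not reported here. A count of 3 was taken as the floor. Similar genes were sought with blast over exonic sequence at 95% identity or more over at least 100 bp.

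The 16 gene lists were stem and multipotent cells, erythroid, megakaryocyte, neutrophil granule, monocyte and dendritic, mast cells with basophils and eosinophils, lymphoid, interferon response, TNF and NF-kB response, immediate early, S phase, G2 and M phase, DNA repair, p53 targets, sex genes, and paralogs with CDK inhibitors. Between 5 and 55 genes per list were tested. Other lists also held 4 members of S phase, 4 of DNA repair, 2 of p53 targets, 2 of immediate early, 1 of monocyte and dendritic and 1 of paralogs with CDK inhibitors. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 96 list tests. Each list's median was also compared with those of 10000 random lists matched on mean expression in 20 bins.

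The alternatives were RLE and upper-quartile scaling, scaling without 2361 mitochondrial and small structural RNA genes, DESeq2, no filter, a filter of 10 counts in every library of a genotype, only the libraries compared, a replicate block, leaving out each library, glmTreat against a 1.2-fold change, and a threshold of 0.01. For lists they were an estimated correlation, fry and removal of the most abundant member. Counts thinned to the smallest library, and libraries summed per genotype with additive effects, were added after the data were seen. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, matplotlib 3.10.9 and blast 2.17.0.

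The steps were tested on simulated data in which 200 genes changed. With a 2-fold change edgeR recovered 84.5% of them with 9 false calls among 14194 genes, and with a 1.2-fold change 40.5% with 5 false calls among 14195. For the interaction the shares were 80% and 23%. With a 2-fold change DESeq2 recovered 82.5% with 7 false calls. The summed model was run on other simulated data, with genes changed 2-fold in both Tet2KO and dKO and with cell samples that differed. It recovered 91.5% with 26 false calls, a share not comparable with those of edgeR and DESeq2. Camera called the shifted list in 3 of 3 tests and no list in 93 others. Genes were drawn independently there, whereas S phase genes had an estimated correlation of 0.12 in Tet2KO against WT. The 93 tests therefore do not show how often camera calls correlated lists falsely. In a further simulation each genotype was 1 cell sample without any genotype effect. When cell samples differed with a coefficient of variation of 0.05, the 5 pairwise contrasts gave 1950 to 2011 calls and the interaction 2002. With 0.1 they gave 5221 to 5290 and 5268, and with no difference none.

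The depth of 15706407 to 19959183 estimated counts per library puts a gene at 3 counts near 0.16 CPM in libraries labelled Id1KO and 0.18 CPM in those labelled dKO. The share of 7SL RNA was 4.62% ± 0.081 (SD, n = 3) in libraries labelled WT, 2.21% ± 0.032 in Tet2KO, 2.61% ± 0.12 in Id1KO and 2.84% ± 0.26 in dKO. That of mitochondrial genes was 1.92%, 1.64%, 1.9% and 1.49% on average. Counting error alone is covered by these limits, since no molecular identifiers are described.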

Results

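The transcriptome of donor-derived bone marrow stem and progenitor cells was measured by sequencing of total RNA depleted of ribosomal RNA. The cells lacked lineage markers, carried the receptor Kit, and were sorted from mice that had received competitive transplants. The 12 libraries carried 4 genotype labels with 3 libraries each: WT, loss of Tet2 (Tet2KO), loss of Id1 (Id1KO) and loss of both genes (dKO). Tet2 encodes a DNA dioxygenase whose loss drives clonal hematopoiesis, and Id1 encodes an inhibitor of transcription factor binding. The design asks which transcripts change with Tet2 loss, and whether loss of Id1 alters that state. Total estimated counts ran from 19024905 to 19959183 per library labelled WT, from 16176673 to 18386991 for Tet2KO, from 17994745 to 19139395 for Id1KO and from 15706407 to 16881651 for dKO. A count of at least 10 in enough libraries left 14346 of 55450 genes for testing. Positions are those of GENCODE M21 on GRCm38, 1-based, to which all 55450 gene identifiers matched. Values below are in CPM, counts scaled to library totals after TMM, as mean ± SD over n = 3 libraries.

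Neither targeted gene was lower in the libraries labelled null for it, so the genotype names below are the labels of the libraries. Tet2 (ENSMUSG00000040943.12, chromosome 3, 133463679 to 133545139) was present at 99.3 ± 2.2 CPM in libraries labelled WT, 130 ± 2.5 in Tet2KO, 92 ± 1.5 in Id1KO and 118 ± 3.1 in dKO. Its log2 fold change was 0.39 ± 0.03 (SE) in Tet2KO against WT, with an edgeR adjusted p of 7.99e-09, and 0.36 ± 0.031 in dKO against Id1KO, with an adjusted p of 5.82e-08. It was 0.25 in dKO against WT (adjusted p 7.21e-06), -0.14 in dKO against Tet2KO (0.002) and -0.11 in Id1KO against WT (0.0214). The last was lost when WT replicate 3 (adjusted p 0.123) or Id1KO replicate 1 (0.115) was left out. Id1 (ENSMUSG00000042745.9, chromosome 2, 152736251 to 152737410) stood at 1.47 ± 0.27 CPM in libraries labelled WT, which is 24 to 34 counts per library. It stood at 3.86 ± 0.42 CPM in Tet2KO, 3.96 ± 0.34 in Id1KO and 3.93 ± 0.5 in dKO, or 56 to 79 counts. Its log2 fold change against WT was 1.39 ± 0.17 in Tet2KO, 1.43 ± 0.17 in Id1KO and 1.41 ± 0.17 in dKO, with edgeR adjusted p of 3.66e-06, 8.11e-06 and 6.08e-06. It was 0.03 in dKO against Tet2KO and -0.01 in dKO against Id1KO, with adjusted p of 0.921 and 0.972. The counts are totals over each gene, so the loss of 1 of the 14 merged exons of Tet2 is not visible in them. Id1 has 1 merged exon of 1160 bp, so for Id1 only the loss of a part of that exon could go unseen. Each direction reported below therefore rests on labels that the targeted genes do not bear out. Of the alternatives, leaving out WT replicate 1 moved Id1 most, to 1.58 in Id1KO against WT.

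**Figure D1:**
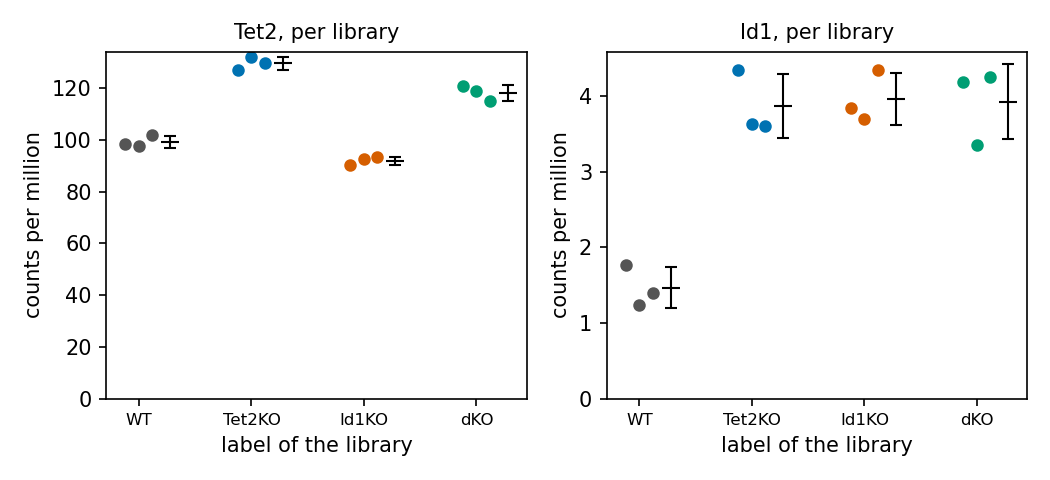
Tet2 (left) and Id1 (right) in CPM for each of the 12 libraries, grouped by label, with the mean and SD of 3 libraries as black bars. Tet2 was highest in the libraries labelled Tet2KO (130) and Id1 lowest in those labelled WT (1.47).

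The libraries of a genotype were close to repeats of each other. Across 12 pairs within a genotype, the median squared count difference was 1.18 to 2.01 times that of sampling alone. Across the 54 pairs between genotypes it was 2.65 to 5.74 times. In all 12 pairs within a genotype the difference exceeded sampling noise, so by the rule set in advance the libraries were kept apart, which does not show that they are separate cell samples. They had a common biological coefficient of variation of 0.031. Each test below compares these libraries and does not extend to mice of a genotype.

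Transcripts of both sexes occurred in every library. Xist (ENSMUSG00000086503.4, chromosome X, 103460366 to 103483254) was at 262 ± 10 CPM in libraries labelled WT, 10.8 ± 1.1 in Tet2KO, 64.9 ± 4.3 in Id1KO and 16.7 ± 0.36 in dKO. Xist overlaps Tsix on the opposite strand, and the strand setting of the counts is not stated. The Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty were each lowest in libraries labelled WT. Ddx3y, for example, was at 48.9 ± 2.5 CPM in WT, 87.7 ± 3.4 in Tet2KO, 93.4 ± 4.5 in Id1KO and 82.1 ± 3 in dKO.

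**Figure D2:**
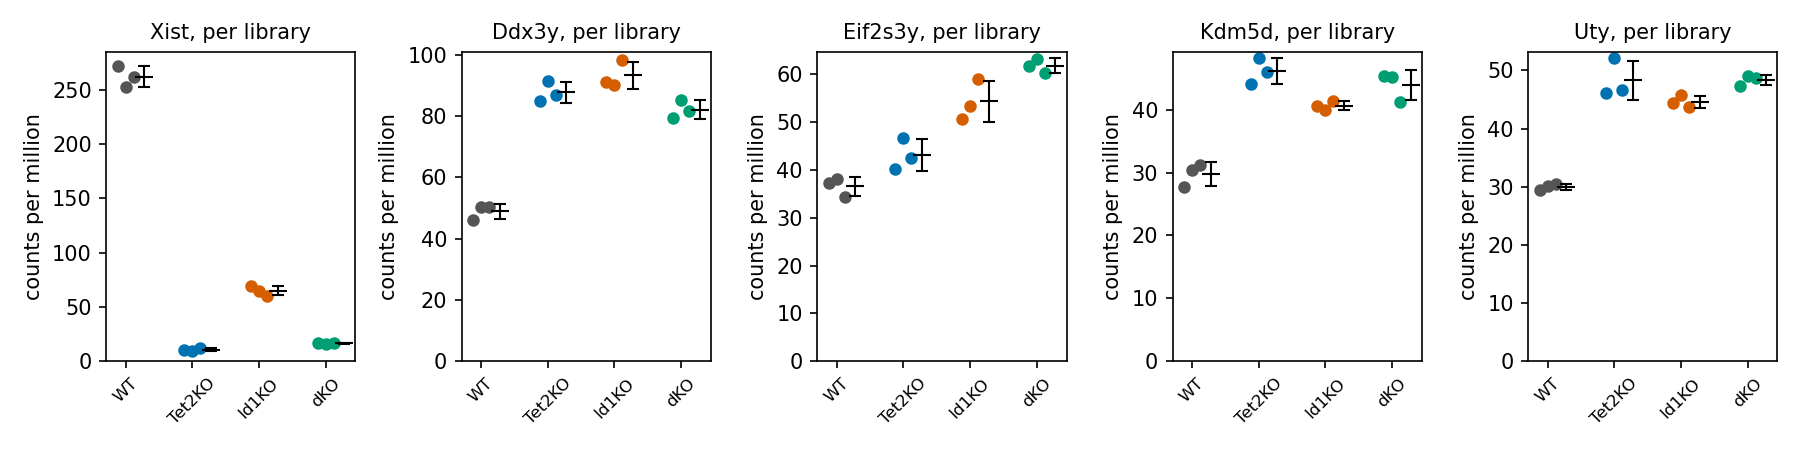
Xist and 4 Y chromosome genes in CPM for each of the 12 libraries, grouped by label, with the mean and SD of 3 libraries as black bars. Libraries labelled WT had the highest Xist level (262) and the lowest level of each Y gene.

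The effect of the Tet2KO label was tested against WT and, on the other Id1 background, in dKO against Id1KO. At an edgeR adjusted p under 0.05, 4699 genes differed between libraries labelled Tet2KO and WT, of which 2378 were higher and 2321 lower. The median absolute log2 fold change of these genes was 0.23, and 261 changed by more than 2-fold. Between dKO and Id1KO 2762 genes differed, 1514 higher and 1248 lower, with 234 above 2-fold. The alternative that moved these counts most summed the libraries of each genotype and fitted additive effects of both labels, an option chosen after the data were seen. It left 232 genes for the Tet2 label (165 higher, 67 lower), of which 220 were also among the 4699 and 217 among the 2762.

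Id1KO against WT gave 2156 genes, 1042 higher and 1114 lower, with 89 above 2-fold. The comparison that the study's question turns on, dKO against Tet2KO, gave 3793 genes, 1876 higher and 1917 lower, with 131 above 2-fold. Between dKO and WT 2754 genes differed, 1467 higher and 1287 lower, with 246 above 2-fold. With summed libraries the Id1 label retained 7 genes, all lower and all among the genes of both Id1 contrasts, while 1428 had an unadjusted p under 0.05. These 7 genes were Rn7sk, Gm16867, Gm27177, Lrmda, Fosb, Gm47283 and Mid1, all but Lrmda and Fosb named after their values were seen. Gm16867 and Gm27177, both on chromosome 14, share 2946 bp at 100% identity and may count as 1 event. Gm47283 lies on chromosome Y and Mid1 on chromosome X. In libraries simulated without any Id1 effect, the same summed model also called 7 genes.

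**Figure D3:**
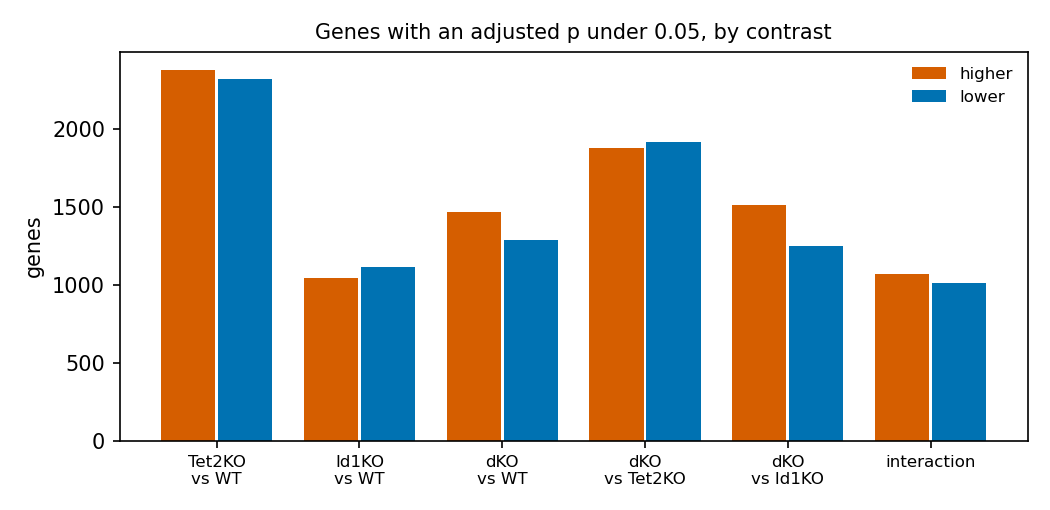
Number of genes with an edgeR adjusted p under 0.05 in each of 6 contrasts, with higher genes in orange and lower genes in blue. Counts of higher genes ran from 1042 in Id1KO vs WT to 2378 in Tet2KO vs WT.

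Genes called were ranked, here and in the contrasts below, if they had a mean of at least 5 CPM in a compared group. They also had no overlap between the compared libraries and a symbol that is not a gene model. Among these genes, Rbm44, Hspa1a and Adnp rose most in libraries labelled Tet2KO against WT. Rbm44 (ENSMUSG00000070732.2, chromosome 1, 91145089 to 91170795) went from 1.84 ± 0.34 to 8.26 ± 0.96 CPM, a log2 fold change of 2.17 ± 0.15 (SE) with an adjusted p of 8.54e-10. Hspa1a (ENSMUSG00000091971.3, chromosome 17, 34969190 to 34972156) went from 12.4 ± 0.39 to 43.8 ± 1.8 CPM. It shares 99.2% identity over 2201 bp with Hspa1b, and the sum of both rose by 1.74 on the log2 scale. Adnp (ENSMUSG00000051149.15, chromosome 2, 168180986 to 168207112) had a log2 fold change of 1.78 ± 0.29, but its exons are also part of the overlapping gene Gm20716, and the sum of both rose by 0.34. Xist, Amd2 and Col5a1 fell most. Amd2 (ENSMUSG00000063953.3, chromosome 10, 35708675 to 35711892), a copy 99.6% identical to Amd1, had a log2 fold change of -2.8 ± 0.2. The sum of Amd1 and Amd2 changed by -0.2. Col5a1 (ENSMUSG00000026837.15, chromosome 2, 27886425 to 28039514) went from 19.6 ± 0.37 to 3.97 ± 1.1 CPM, a log2 fold change of -2.31 ± 0.12 with an adjusted p of 9.49e-12.

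On the Id1KO background, Hist1h4m, Chil3 and Atn1 were the most raised in libraries labelled dKO and Mgl2, Ptpn13 and Xist the most lowered. Chil3 (ENSMUSG00000040809.10, chromosome 3, 106147554 to 106167564) had a log2 fold change of 1.39 ± 0.16 (SE). Atn1 (ENSMUSG00000004263.15, chromosome 6, 124742544 to 124756524) had one of 1.18 ± 0.15. Mgl2 (ENSMUSG00000040950.13, chromosome 11, 70130329 to 70137550), which shares 727 bp at 96.4% identity with Clec10a, went from 11.7 ± 0.93 to 2.58 ± 0.31 CPM. Ptpn13 (ENSMUSG00000034573.14, chromosome 5, 103425192 to 103598303) went from 9.05 ± 0.87 to 2.27 ± 0.061 CPM, with a log2 fold change of -1.99 ± 0.14 and an edgeR adjusted p of 3.27e-09. In Tet2KO against WT, Ptpn13 went from 5.58 ± 0.53 to 1.33 ± 0.34 CPM.

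In Id1KO against WT, Eps8l1, Socs3 and Timp3 rose most, by log2 fold changes of 2.52 ± 0.13 (SE), 1.57 ± 0.14 and 1.04 ± 0.13. Eps8l1 (ENSMUSG00000006154.13) lies on chromosome 7 from 4460674 to 4480487. Socs3 (ENSMUSG00000053113.3) lies on chromosome 11 from 117966079 to 117970047. Timp3 (ENSMUSG00000020044.13, chromosome 10, 86300372 to 86349506) overlaps Syn3 on the opposite strand. Hist1h4m (ENSMUSG00000069306.5, chromosome 13, 21811746 to 21812147) was at 477 ± 18 CPM in WT, 653 ± 9.2 in Tet2KO, 1.56 ± 0.78 in Id1KO and 644 ± 55 in dKO, and is 99.8% identical to Hist1h4n. The sum of the 12 other H4 genes changed by 0.01 on the log2 scale in Id1KO against WT. Lrmda (ENSMUSG00000063458.13, chromosome 14, 22019712 to 23056085) was at 6.10 ± 0.097 CPM in WT and 5.53 ± 1.3 in Tet2KO, against 1 ± 0.2 in Id1KO and 1.05 ± 0.031 in dKO. In dKO against WT, Eps8l1, Rbm44 and Ifitm1 rose most and Xist, Lrmda and Mgl2 fell most. Ifitm1 (ENSMUSG00000025491.14, chromosome 7, 140967221 to 140969825) went from 22 ± 1.1 to 52.4 ± 1.6 CPM, a log2 fold change of 1.25 ± 0.055.

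In dKO against Tet2KO, Xlr3b, Hbb-bs and Hbb-bt rose most and Lrmda, Hspa1a and Ahcy fell most. Xlr3b (ENSMUSG00000073125.10, chromosome X, 73192207 to 73202930) is 98% identical to Xlr3a and had a log2 fold change of 1.69 ± 0.15 (SE). The globin genes Hbb-bs (ENSMUSG00000052305.6, chromosome 7, 103826534 to 103828096) and Hbb-bt (ENSMUSG00000073940.3, chromosome 7, 103812524 to 103813996) share 323 bp at 100% identity. Their log2 fold changes were 1.67 ± 0.11 and 1.57 ± 0.17. Ahcy (ENSMUSG00000027597.15, chromosome 2, 155059310 to 155074497) went from 276 ± 6.7 to 66.7 ± 3.3 CPM, a log2 fold change of -2.05 ± 0.051 with an edgeR adjusted p of 7.92e-17. Its processed copies Gm4737 and Gm7292, named after their values were seen, moved the other way, and the sum of the 3 genes changed by 0.2.

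Of the genes fixed in advance as relatives or effectors, Tet3 had a log2 fold change of 0.42 ± 0.039 (SE) in Tet2KO against WT and 0.39 ± 0.04 in dKO against Id1KO, close to those of Tet2. Tet1 was 0.35 ± 0.057 in Tet2KO against WT and -0.5 ± 0.059 in dKO against Tet2KO, with edgeR adjusted p of 8.42e-05 and 3.05e-06. Id2 stayed between 6.81 and 7.3 CPM in the means of the 4 genotypes, with no adjusted p below 0.554. Id3 (at most 9 counts per library), Id4 (at most 1) and Cdkn1c (at most 12) were below the limit for testing, and Cdkn2a had no counts. Cdkn1a had log2 fold changes of 0.5 ± 0.15 in Id1KO and 0.49 ± 0.15 in dKO against WT, with adjusted p of 0.0283 and 0.0269, of which the first was lost in 5 of the 12 fits that each left out 1 library, up to an adjusted p of 0.0894 without WT replicate 3, and the second in 3, up to 0.157 without dKO replicate 1. Cdkn1b rose by 0.3 ± 0.038 in Id1KO against WT. Trp53 was 0.1 ± 0.036 higher in Tet2KO than in WT (adjusted p 0.0422), a call lost in 5 of the 12 fits, up to an adjusted p of 0.215 and a difference of 0.06 without WT replicate 2.

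Whether each label moved the same genes on both backgrounds was described across genes, which are not independent replicates. Log2 fold changes of Tet2KO against WT and of dKO against Id1KO, which share no library, had a Pearson correlation of 0.35 (jackknife SE 0.089) and a Spearman correlation of 0.34 over 14346 genes. Of the 4699 genes of the first contrast, 72% had the same sign in the second. Both contrasts called 1547 genes, 87.3% of them with one sign. Cell samples were also simulated to differ gene by gene without genotype effect, with coefficients of variation of 0.05 and 0.1. There this correlation was 0.01 and 0 and the share of one sign 50.8% and 48.7%. Deviations drawn gene by gene give such values by design, so differences that many genes share were not tested. For the Id1 label, Id1KO against WT and dKO against Tet2KO had a Pearson correlation of 0.28 (jackknife SE 0.076) and a Spearman correlation of 0.22. The same sign was kept by 69.6% of 2156 genes, and 931 genes were called in both, 81.6% with one sign. Leaving out WT replicate 1 lowered the Id1 correlation to 0.2. Without the filter on low counts, the correlations fell to 0.07 and 0.05.

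**Figure D4:**
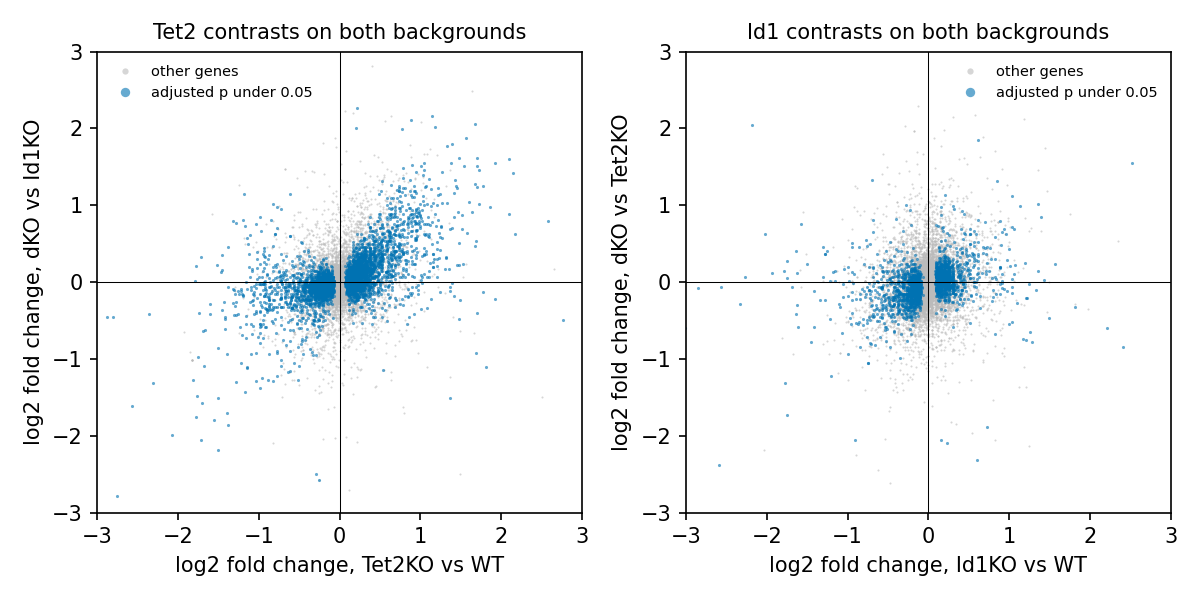
Log2 fold changes of 14346 genes on one background (horizontal) and on the other (vertical), for the Tet2 label (left) and the Id1 label (right), with genes at an edgeR adjusted p under 0.05 on the horizontal contrast in blue and others in grey. The axes end at 3, beyond which 22 and 24 genes lie; the correlations were 0.35 and 0.28.

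The change from Tet2KO to dKO ran against the change from WT to Tet2KO for 85.6% of the 4699 genes called in Tet2KO against WT. It was past the threshold for 2311 of these, 49.2%, while 139 genes moved further the same way past it. Both contrasts use the Tet2KO libraries, which alone yields opposite signs. When genes were selected with 1 Tet2KO library and compared with dKO through the other 2, the share was 83.1% to 86.7% of 2348 to 2618 genes. With dKO libraries simulated around the observed Tet2KO means the share was 49.7%. Drawing them around those means gives both signs about equally often by design. That share therefore does not measure the effect of shared libraries. The 4 cell samples were also simulated to differ at random without any genotype effect. The share was then 74.6% with deviations scaled gene by gene and 81.1% with equal ones. In simulated libraries of such cell samples it was 82% with a coefficient of variation of 0.05 and 76.1% with 0.1.

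Whether the Id1 label acted differently with and without Tet2 was tested as an interaction, the log2 change from Tet2KO to dKO less that from WT to Id1KO. At an edgeR adjusted p under 0.05, 2078 genes differed, 1070 with a positive and 1008 with a negative interaction. By more than 2-fold 138 differed, 102 with a positive and 36 with a negative interaction. Of the variance between genotype means across genes, 47.3% lay along the Tet2 label, 32.7% along the Id1 label and 20% along the interaction. Cell samples that differ equally and at random would on average give equal shares. The Id1 share alone therefore does not show an effect of that label. The most positive named genes were Hist1h4m (8.23 ± 0.13, SE), Xist (2.63 ± 0.097) and Amd2 (2.34 ± 0.32). The most negative were Hspa1a (-2.92 ± 0.092), Hspa1b (-2.61 ± 0.1) and Adnp (-1.91 ± 0.4). The sum of Adnp and the overlapping Gm20716 changed by -0.11 in dKO against Tet2KO and -0.06 in Id1KO against WT. Hspa1b (ENSMUSG00000090877.3) lies on chromosome 17 from 34956436 to 34959238. Tet2 had no detectable interaction (-0.03 ± 0.044), whereas that of Id1 was -1.4 ± 0.23 with an adjusted p of 0.000301.

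The 16 gene lists for lineages, cell cycle, DNA repair, p53, interferon and inflammation gave 41 of 96 list tests with a camera adjusted p under 0.05. With an estimated correlation 23 of these 41 held, and under fry all 41 held among 69 calls. The 18 calls lost with an estimated correlation were those of the neutrophil, lymphoid, S phase and paralog lists, the pairwise calls of the stem cell list, 2 each of the immediate early and sex gene lists, and 1 each of the monocyte, mast cell and interferon lists. The calls per contrast were 8 for Tet2KO against WT, 8 for Id1KO against WT, 5 for dKO against WT, 7 for dKO against Tet2KO, 7 for dKO against Id1KO and 6 for the interaction. Of the list members named below, Meis1 overlaps Gm37818 on its strand, and Angpt1, Jun and Prtn3 overlap Gm17473, Junos and Plppr3 on the opposite strand. Hmgb2 shares 635 bp at 98.7% identity with Gm13237, and Trim30a 301 bp at 97.7% with Trim30d. Aen, Cdkn1a, Kdm5d, Mcm5, Mdm2, Rrm1, Tet1, Top2a, Topbp1 and Uty share stretches of 114 to 192 bp at 95% to 97.4% identity with other tested genes.

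Erythroid transcripts were lower in libraries labelled Tet2KO than in those labelled WT or dKO. The median log2 fold change of 20 genes was -0.85 against WT (adjusted p 3.52e-60), below all 10000 random lists matched on expression, and 0.9 in dKO against Tet2KO (adjusted p 7.21e-87). In Id1KO against WT it was 0.02 and in dKO against WT 0.04, neither called by camera, although fry called both. In Tet2KO against WT, 19 genes were called lower over all genes and 19 when adjusted over the list alone. Car1, Car2 and Tfrc were the most abundant members. Car1 was at 493 CPM in WT, 270 in Tet2KO, 554 in Id1KO and 441 in dKO, and Car2 at 487, 272, 508 and 468 CPM in the same order. Tfrc was at 288, 232, 387 and 342 CPM. The interaction median was 0.97, with 18 genes called over all genes and 19 adjusted over the list alone.

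The other interaction lists moved less. The list for stem and multipotent cells had a median of 0.16 in Id1KO against WT and -0.15 in dKO against Id1KO, both called, the latter not without Angpt1 (adjusted p 0.119), and an interaction median of -0.28 over 17 genes (7 called, 7 adjusted over the list alone). Of its most abundant genes, Angpt1 and Meis1 had interactions of -0.52 ± 0.045 (SE) and -0.34 ± 0.063. The megakaryocyte list had a median of 0.4 in Id1KO against WT, -0.36 in dKO against Id1KO and an interaction median of -0.32 over 15 genes (6 called, 7 adjusted over the list alone), led by Itga2b, Vwf and Itgb3. The list for mast cells, basophils and eosinophils had medians of 0.09 in Id1KO and -0.22 in dKO against WT, -0.28 in dKO against Id1KO, and -0.21 in dKO against Tet2KO, a call lost without dKO replicate 1 (adjusted p 0.0515). It had an interaction median of -0.22 over 14 genes (7 called, 10 adjusted over the list alone). Its member Prg2 was at 187 CPM in WT, 153 in Tet2KO, 253 in Id1KO and 131 in dKO, while Hdc and Gata2 varied less. The interferon list had -0.16 in Id1KO against WT, 0.22 in dKO against Id1KO and an interaction median of 0.24 over 29 genes (4 called, 5 adjusted over the list alone). Psmb8 and Trim30a, among its most abundant genes, had interactions of 0.05 and 0.01, neither of them called. The S phase list, led by Mcm6, Mcm5 and Rrm1, had medians of -0.08 in Tet2KO against WT, where leaving out WT replicate 2 raised the adjusted p from 0.0142 to 0.05, and 0.08 in dKO against Tet2KO. It had an interaction median of 0.1 over 42 genes (13 called, 16 adjusted over the list alone).

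**Figure D5:**
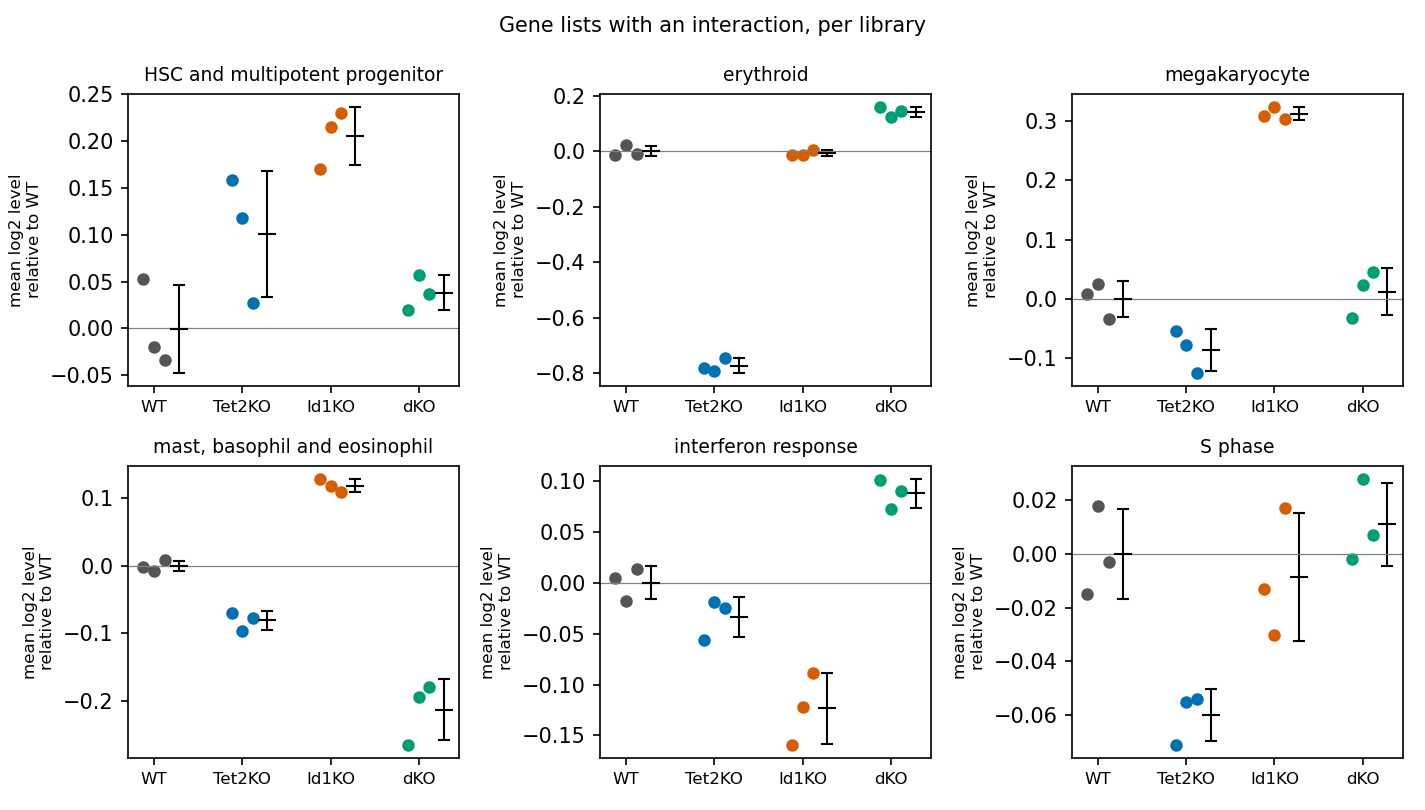
Mean log2 level of each of 6 gene lists relative to the mean of the libraries labelled WT, for each of the 12 libraries grouped by label, with the mean and SD of 3 libraries as black bars. The erythroid list was lowest in the libraries labelled Tet2KO, where its median log2 fold change against WT was -0.85.

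The lists called in the same direction in Id1KO against WT and in dKO against Tet2KO were those for immediate early genes, for G2 and M phase and for lymphoid cells. The immediate early list, led by Jun, Fos and Fosb, had a median of -0.24 in Id1KO against WT (adjusted p 1.63e-18) and -0.19 in dKO against Tet2KO (adjusted p 1.37e-07). It had -0.12 in Tet2KO and -0.35 in dKO against WT, and -0.04 in dKO against Id1KO. The call in dKO against Id1KO was lost in 2 of the 12 fits (adjusted p 0.105 without dKO replicate 2) and with a replicate block. In Id1KO against WT, 11 of the list's 16 genes were called lower over all genes and 13 were called adjusted over the list alone. The G2 and M phase list, led by Mki67, Top2a and Hmgb2, had a median of 0.11 in Id1KO against WT, 0.15 in dKO against WT and 0.14 in dKO against Tet2KO. In the last of these, 35 of 52 genes were called over all genes and 40 adjusted over the list alone.

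The monocyte and dendritic list (F13a1, Ly6c2 and Irf8 the most abundant) had medians of 0.24 in Tet2KO, -0.15 in Id1KO and 0.06 in dKO against WT, and 0.21 in dKO against Id1KO, all called. In Tet2KO against WT, 9 of 15 genes were called higher and 2 lower, and 12 were called adjusted over the list alone. Of the 3 named genes, Ly6c2 rose (0.51), F13a1 fell (-0.11) and Irf8 was not called (0.04). The neutrophil granule list (Mpo, Elane and Prtn3) had 0.18 in Tet2KO against WT and -0.05 in dKO against Tet2KO. The latter had an adjusted p of 0.0482 and was called in 7 of the 12 fits that each left out 1 library (0.0833 without Tet2KO replicate 1). It was also lost with a replicate block and with the filter of 10 counts in every library of a genotype. The lymphoid list (Ighm, Flt3 and Dntt) had 0.24 in Tet2KO and -0.24 in Id1KO against WT, and -0.49 in dKO against Tet2KO, where 6 of 15 genes were called and 10 adjusted over the list alone. The list of paralogs and CDK inhibitors had 0.18 in Tet2KO against WT, which was lost without WT replicate 2 (adjusted p 0.0597) and without Tet2KO replicate 2 (0.0622). The list of sex genes was called in Tet2KO and dKO against WT and in dKO against Id1KO. The call in dKO against WT was lost without dKO replicate 3 (adjusted p 0.0652). Removing Xist turned the direction in all 3.

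The lists for DNA repair, p53 targets and the TNF and NF-kB response were not called in any contrast. DNA repair, which the study's question names through genomic instability, had medians from -0.05 to 0.06 over 55 genes, with its lowest adjusted p, 0.0566, in dKO against Tet2KO. In that contrast 12 genes were higher and 2 lower over all genes, and 14 were called adjusted over the list alone. Its most abundant genes were Parp1, Topbp1 and Rif1. The medians of p53 targets (Ccng1, Aen and Mdm2 the most abundant) ran from -0.07 to 0.1 over 23 genes. Those of the TNF and NF-kB list (Nfkb1, Tnfaip2 and Irf1) ran from -0.06 to 0.13 over 22 genes. By fry, DNA repair was called in 3 contrasts, p53 targets in 2 and the TNF and NF-kB list in 4.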

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

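The tests of library depth, of erythroid transcripts (globin reads, mature red cells, scaling and single samples), of the gene families, of sex genes and of exchanged labels were chosen only after the results were seen. The tests of other groupings, of cell samples without genotype effect, and of gene length and GC were chosen before.

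The effect of the Id1 label differed between Tet2 backgrounds for 2078 genes by the interaction test. In 1 of 100 groupings of the 12 libraries, the real one, as many genes were called, with a median of 0 and a highest count of 1716 in the others. Other groupings put libraries of several genotypes together, which raises the spread and lowers the count, so these groupings say nothing about differences between cell samples. Library depth is argued against by the 1925 genes called after thinning every library to the smallest. What stays open is that the libraries of each genotype carry 1 sample number and may come from 1 cell sample. Simulated cell samples with a coefficient of variation of 0.05 and no genotype effect gave 2002 interaction calls, and with 0.1 gave 5268. The same simulations gave correlations of 0.01 and 0 between the Tet2 contrasts of both backgrounds, against 0.35 in the data. Values near 0 follow from deviations drawn gene by gene, and differences that many genes share were not simulated. The correlations therefore do not exclude differences between cell samples as a source of what the backgrounds share. An interaction of the 2 genotypes and differences between single cell samples cannot be told apart, because the sample number and the genotype are the same division of the libraries.

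The same rule marked 20 of 29 named genes, 7 with an interaction above 0 and 13 below. Those above 0 were Hist1h4m (8.23), Xist (2.63), Amd2 (2.34), Hbb-bt (1.85), Xlr3b (1.84), Hbb-bs (1.75) and Col5a1 (0.99). Those below were Tet1 (-0.3), Cdkn1b (-0.38), Mgl2 (-0.67), Ifitm1 (-0.7), Eps8l1 (-0.97), Timp3 (-1.11), Ahcy (-1.14), Socs3 (-1.34), Id1 (-1.4), Rbm44 (-1.54), Adnp (-1.91), Hspa1b (-2.61) and Hspa1a (-2.92). Most were named for their large changes in 1 of the contrasts, so their number overstates the share among all genes. For Tet1 the call was lost in 2 of the 12 fits that each left out 1 library, up to an adjusted p of 0.0621 without Tet2KO replicate 3.

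Reads shared between copies bear on several of these genes. The log2 ratio of dKO to Tet2KO was -2.05 for Ahcy but 0.2 for the sum of Ahcy, Gm4737 and Gm7292. This is consistent with reads divided among the copies in different proportions, and a sequence difference between the mouse samples could produce it. The tables argue against such sharing for Hspa1a and Hspa1b, whose sum rose by 1.74 in Tet2KO against WT. For Amd2, taking up its lost reads needed a rise of Amd1 by 0.04, while Amd1 changed by -0.16 in Tet2KO and 0.2 in Id1KO against WT. Shared reads and a change of Amd2 itself cannot be told apart, because Amd1 varied by more than that. Adnp changed by -0.74 in dKO against Tet2KO and 1.16 in Id1KO against WT. Its sum with the overlapping Gm20716 changed by -0.11 and -0.06. Divided reads and a change of Adnp itself cannot be told apart. The reason is that Gm20716 makes up most of the sum, with 114 CPM in WT against 2.87 for Adnp. For Hist1h4m, near 0 only in libraries labelled Id1KO, a move of reads to its closest copy Hist1h4n is argued against, as the sum of both fell by 0.9 in Id1KO against WT. The sum of all other H4 genes changed by 0.01, whereas taking up its reads needed a rise of 0.12 with an error of 0.05. A lost gene and reads spread over all H4 genes cannot be told apart, because those genes are too abundant for the error. No biological explanation was tested for these genes beyond the genotype label.

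Xist was highest, and 4 of 4 Y genes lowest, in libraries labelled WT. Across the other genotypes, Xist rose from Tet2KO (10.8 CPM) over dKO (16.7) to Id1KO (64.9). Kdm5d fell in that order (46.1, 43.9 and 40.6), and Uty was level and then lower (48.3, 48.3 and 44.6). The other 2 Y genes did not follow it, as Tet2KO had less Eif2s3y (43.1) than Id1KO (54.2) and dKO (61.7) and less Ddx3y (87.7) than Id1KO (93.4). A differing proportion of the sexes alone does not account for the 5 genes together. In Tet2KO against WT, log2 fold changes of the Y genes ran from 0.24 ± 0.062 (SE, Eif2s3y) to 0.84 ± 0.046 (Ddx3y). In dKO against Tet2KO, Eif2s3y rose by 0.52 ± 0.059, while Ddx3y (-0.09), Kdm5d (-0.07) and Uty (0) did not. Changes of single genes with and without differing proportions cannot be told apart, because the proportions were not measured apart from these genes. Effects of sex were not separated from those of genotype.

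For Id1, the level was low in libraries labelled WT alone, which gives the interaction. Only 1 genotype of 4 had a mean Id1 level under 60% of the highest. Any placing of the labels thus leaves a genotype without Id1 at the full level, which argues against exchanged labels as the whole explanation. Changes near Id1 shared by Id1KO and dKO (12.5% of genes against 5.22% elsewhere) go with these 2 labels. Counts summed over the gene do not show which part of it was present, so a transcript that persists from a targeted allele was not tested.

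Of the lists, 6 had an interaction. Erythroid genes had a median of 0.97, stem and multipotent cells -0.28, megakaryocyte -0.32, mast cells with basophils and eosinophils -0.22, interferon response 0.24 and S phase 0.1. Across all contrasts 41 list tests were called, and 3 of 100 groupings of the libraries, the real one included, called as many, with a median of 25 and a highest count of 46. By that median, most random groupings of these libraries called many lists too.

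The erythroid difference was the largest of the 6. Globin reads are argued against by the members that are not globins, with a median of -0.88 in Tet2KO against WT and 0.77 for the interaction. The 4 globin genes had 1.71 for the interaction and raise the list median. RNA of mature red cells is argued against by 6 early genes, which had -0.82, while Alas2 and Slc4a1 stayed at most at 0.567 and 1.51 CPM. Scaling is argued against by the list's interaction median, 0.96 above that of all tested genes. A trend with gene length and GC is argued against by the 0.95 left after its removal. What stays open is differences between single cell samples, such as the share of erythroid progenitors sorted. With libraries summed per genotype, 0 of 20 members were called for the Tet2 label, 10 had an unadjusted p under 0.05 and 2 were called when adjusted over the list alone, in a model in which the return in dKO counts as error. Fewer erythroid progenitors with the Tet2KO label and a chance difference of 1 cell sample cannot be told apart, because no genotype carries a second sample number.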

How the results depend on the processing

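Summed libraries and thinned counts were chosen after the data were seen, and the other alternatives before. RLE scaling, upper-quartile scaling, scaling without mitochondrial and small structural RNAs, both filters, the fits to only the libraries compared and thinned counts left all counts of genes within 1.5 times the reported ones. So did all 72 counts from leaving out 1 library. The interaction has no fit to only the libraries compared, since it uses all 12. Thinning to the smallest library gave 4447, 1920, 2542, 3635, 2630 and 1925 genes in the order Tet2KO against WT, Id1KO against WT, dKO against WT, dKO against Tet2KO, dKO against Id1KO and interaction. Depth kept genes under about 10 counts per library, Id3 among them, out of the tests.

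Stricter demands lowered the counts by construction. In the same order, glmTreat against a 1.2-fold change gave 769, 140, 477, 334, 481 and 237 genes, and an adjusted p under 0.01 gave 3122, 1085, 1557, 2285, 1599 and 972. DESeq2 gave 3340 genes for Tet2KO against WT, within 1.5 times, but 1231 for Id1KO against WT, 1640 for dKO against WT, 2513 for dKO against Tet2KO, 1689 for dKO against Id1KO and 1180 for the interaction. The cause was not tested. Summed libraries with additive effects gave 232 genes for each Tet2 contrast, 7 for each Id1 contrast and 11 for dKO against WT. That model has 4 libraries and 1 residual degree of freedom and takes the interaction as error.

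Where Tet2 or Id1 was called, its direction was the same in all alternatives run. Tet2 lost its call against a 1.2-fold change in Id1KO against WT (-0.11), dKO against WT (0.25) and dKO against Tet2KO (-0.14), changes that are near or below that fold. In Id1KO against WT it was also lost with DESeq2 (-0.11, adjusted p 0.0998, within a range of 0.0167 to 1 over all alternatives), and its log2 fold change ran from -0.12 to -0.09 across the 12 fits that each left out 1 library. The correlation between backgrounds fell to 0.07 for the Tet2 label and 0.05 for the Id1 label without a filter, which added genes with few counts. Across the 12 fits the Id1 correlation ran from 0.2, without WT replicate 1, to 0.29. The share of Tet2KO calls that moved back ran from 84.8% to 87.6%.

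Of the 41 list tests called, 23 were called with an estimated correlation, and fry called 69 list tests. The cause was not tested. Without its most abundant gene, Xist, the sex gene list reversed, with adjusted p of 3.94e-10 in Tet2KO against WT, 6.66e-19 in dKO against WT and 0.687 in dKO against Id1KO, since the Y genes remain. Removing the most abundant gene also lost the calls of the stem cell list in dKO against Id1KO (0.119), the mast cell list (0.115) and neutrophil list (0.218) in dKO against Tet2KO, and the paralog list in Tet2KO against WT (0.157). Of 492 values of the called lists from leaving out 1 library, 480 were unchanged and 12 weaker. Of 205 from other alternatives, 177 were unchanged, 25 weaker and 3 reversed, the latter being the sex gene list. Of 864 values of named genes from leaving out 1 library, 24 were weaker and 2 stronger, and of 708 others 22 were weaker and 1 stronger.

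A replicate block gave 4523, 1952, 2565, 3592, 2576 and 1871 genes and 39 list tests. The list calls lost were the neutrophil list in dKO against Tet2KO and the immediate early list in dKO against Id1KO. The replicate numbers do not pair the samples. Correlations of deviations between libraries with the same number ran from -0.26 to 0.11 in 18 pairs of genotypes and numbers over 9576 genes, with 1 above 0.1.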

Other observations

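The tests of on and off genes were chosen only after the result was seen. Those of splits, of repeat libraries, of chromosome segments, of intronic models and of gene length were chosen before.

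In each of the 5 pairwise contrasts, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. The other splits gave at most 1 gene. With 10 splits the share cannot fall under 0.1, so chance was neither excluded nor shown by these splits. The common biological coefficient of variation between libraries of a genotype was 0.031. This is consistent with repeat libraries or runs of 1 cell sample rather than separate mice.

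Genes near Id1 changed more often than others. Of 160 tested genes within 10 Mb of Id1, 12.5% were called with the same sign in Id1KO against WT and dKO against Tet2KO, against 5.22% elsewhere (odds ratio 2.6, Fisher's exact p 0.000464, genes taken as independent). The shares were 22.5% against 14.9% in the first contrast and 36.2% against 26.3% in the second. In the 2 Tet2 contrasts, compared after the result was seen, genes near Id1 were called in both with 1 sign in 6.88%, against 9.44% elsewhere (exact p 0.339). These values suggest a chromosome segment carried with the targeted allele. Near Tet2 the share was 11.9% against 9.4% elsewhere (exact p 0.45) over 84 genes. In single contrasts it was 28.6% against 32.8% in Tet2KO against WT (exact p 0.484) and 19% against 19.3% in dKO against Id1KO (exact p 1). No enrichment was seen near Tet2, but with 84 genes a segment that changes few of them and no segment cannot be told apart.

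In 16 autosomal genes, chosen after their values were seen, every library of at least 1 genotype had at most 3 counts and every library of at least 1 other genotype at least 10. Of these, 4 had another gene with the same pattern within 1 Mb, against a median of 0 and a maximum of 4 in 1000 random sets (permutation p 0.002). All 4 (Gm16867, Gm27177, Gm38378 and Gm37513) lie on chromosome 14 between 69.4 and 69.7 Mb (GRCm38) and had 0 counts in libraries labelled Id1KO and dKO. Gm16867 was at least 54-fold lower in Id1KO than in WT and at least 39-fold lower in dKO than in Tet2KO, and Gm27177 at least 24-fold and 22-fold. Gm16867 and Gm27177 share 2946 bp at 100% identity, and Gm38378 and Gm37513 are identical in sequence, so the segment may count as 1 event. The random sets were not matched on such copies. A strain variant and a genotype effect cannot be told apart, because 1 segment is too little to decide.

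Gene models that lie within a host gene on its strand rose more than the host, by a median of 0.3 in Tet2KO against WT over 686 models, with 83.1% above the host. The share was 84.3% in dKO against Id1KO. The difference of 0.3 is consistent with more unspliced RNA in the libraries labelled Tet2KO and dKO, which is a candidate explanation found in these data. It was not confined to that label, since the share was 67.1% in Id1KO against WT, 76.8% in dKO against Tet2KO and 91.3% in dKO against WT. Unspliced reads were not measured, and a difference in RNA preparation between samples stays open.

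Tet2 rose by 0.39 in Tet2KO against WT, while 394 genes of similar exonic length had a median of 0.12, with 11.2% of them at or above Tet2. Their median is below the rise of Tet2, but their spread includes it, so a trend with gene length and a change of Tet2 itself cannot be told apart.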
